A study of Mus musculus with 3 samples. Its data were reported in "Defining the Molecular Character of the Developing and Adult Kidney Podocyte" (2011).

How the data were processed

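Podocytes were taken from E13.5 kidneys of MafB-GFP transgenic CD-1 mice, dissociated with trypsin for 5 min at 37 °C, passed through a 70 micron mesh and sorted for GFP. Each of the 3 samples was a pool of about 20 kidneys. RNA was amplified with the WT-Ovation Pico system, labeled with biotin and hybridized to Affymetrix Mouse Gene 1.0 ST arrays, which have 1 color. All 3 samples form 1 group by their titles, and the replicate numbers are those of the titles.

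The authors deposited log2 probeset signals, 1 column per array. Affymetrix Expression Console is named in the submitters' processing notes, with no version. The summarization and normalization of this table are not given in the sources used here, and the paper's RMA16 summarization in GeneSpring is stated for its own analysis only. The values are on a log2 scale, with medians of 4.87, 4.89 and 4.87 and 95th percentiles of 8.54, 8.23 and 8.50 on arrays 1, 2 and 3, and genes were not centered. Exactly equal values were counted with no tolerance. Of 21829 named probesets 49.0% held 1 value on all 3 arrays, 58.7% in the lowest of 3 equal classes of mean signal and 14.4% in the highest of 10. An SD of 0 in these data therefore does not mean that a gene was measured without error, and such genes are given with a single value.

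The annotation supplied with the arrays gave 1 gene for 21789 probesets and several genes for 1621, and the latter were not used. A further 40 probesets that the annotation does not list took their symbols from the study's supplementary tables, and 12107 stayed unnamed. Symbols were updated through Entrez gene identifiers to those of GRCm38.p6, with 21698 matched. The build of the array design is not stated, so no coordinates are given. A gene had the probeset assigned to it alone, and where several were (999 genes) the one with the highest mean signal. This gave 19978 genes.

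On each array the detection limit was the 95th percentile of 1023 olfactory receptor probesets. The log2 signal minus the limit of the same array was fitted per gene with an intercept in limma 3.58.1 under R 4.3.3. The moderated test was one-sided, once for signal above the limit and once for signal below, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Probesets differ in affinity, so signals were set against the limit, and were ranked between genes only to choose which to name and to match random lists. The limit treats olfactory receptor probesets as a guide to the background of all probesets, which other negative sets tested below do not bear out fully. Share of a list detected was compared with all other genes that are not olfactory receptors by Fisher's exact test, two-sided, adjusted over 31 lists. Of these, 25 came from general knowledge of the cell types and pathways, some with members that the study's text also names, 2 from the genes named in the study's text and 4 from its supplementary tables. Genes are not independent replicates, so these tests describe the 3 arrays. For the difference of 1 array from the mean of the others, the median over a list's detected genes was placed among 10000 random lists of equal size, matched in 20 bins of mean signal.

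The limits, tests, lists and the rule for named genes were fixed before the data were examined. Named genes were the list members that the study's text names, any member of a list of up to 12 measured genes, and in longer lists the 4 detected members with the highest signal and the 2 members with the lowest. Of the study's supplementary lists they were up to 8 detected members more than 16-fold over the limit, and of genes differing between arrays the 10 with the widest range. Of the 12 alternatives planned, 3 left out 1 array each. In those 3 the limma p-value followed the height over the limit and not the spread of the gene. Another 3 were added after the data were examined, namely a negative set from skin, lens, pancreas and sperm genes (159 probesets), a spread pooled in 10 classes of signal over genes with 3 distinct values, and cyclic loess normalization. The stromal list without Foxd1 and the transcription factor list without 6 factors named from the study's arrays, each tested under all of these, were also added then.

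The test was checked on 4000 simulated genes whose probes were summarized by median polish over 3 arrays. It called 82% of genes lying 0.5 log2 over the limit, 92% at 1 log2, and 100% at 2 and 4 log2, and 4.2% of background genes. Those background genes were the ones that set the simulated limit, so a low share was fixed in advance. All background genes were also drawn from 1 distribution, so the simulation does not check the rate of false calls in these data. Figures were drawn with matplotlib 3.10.9.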

Results

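The data set holds 3 microarrays of 1 group, podocytes of the developing mouse kidney at E13.5. The podocyte is the epithelial cell that wraps the capillaries of the glomerulus. The cells were sorted by their GFP fluorescence from CD-1 kidneys carrying a MafB-GFP transgene, and each array was hybridized with RNA of a pool of about 20 kidneys. The arrays carried 35557 probesets, and their median log2 signals were 4.87, 4.89 and 4.87. No other stage, cell type or control stands beside this group here, so each gene was compared with a detection limit set by olfactory receptor genes on the same array. The question was which podocyte genes, and which genes of neighboring cell types, gave signal above background at this early stage. The number of arrays limits the precision. Nothing in the labels says that the pools came from separate litters, so the limma p-values describe these 3 samples only. For genes with the same value on all 3 arrays they rest on spread borrowed from other genes and on differences between the limits. They leave out the error of the limit itself. Fisher's exact test takes genes as its units and measures no spread between samples.

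Arrays 1 and 3 were closer to each other than either was to array 2. Over all probesets Pearson's r was 0.968 for arrays 1 and 3, 0.955 for arrays 1 and 2 and 0.949 for arrays 2 and 3. These correlations are across genes, which are not independent replicates. Over all 35557 probesets 1620 differed by more than 2-fold between arrays 1 and 3, against 2413 between arrays 1 and 2 and 2426 between arrays 2 and 3. Among detected genes, which passed a test that weighs spread, the counts were 20, 317 and 295 in the same order. The median SD of a detected gene was 0.061 on the log2 scale, and the 95th percentile was 0.567. This spread is understated, because 36.3% of detected genes (2550), and 49.0% of all named probesets, had exactly the same value on all 3 arrays. Among the 2024 detected genes with 3 distinct values the median SD was 0.269. The other detected genes had the same value on at least 2 arrays, so SDs given for them can understate the spread too.

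Of 19978 named genes 7024 (35.2%) were detected above the limit by the one-sided limma test. Another 10357 genes lay below it, and 2597 were called in neither direction. The limit was 5.18, 5.35 and 5.21 log2 on arrays 1, 2 and 3. At an unadjusted p under 0.05 the count was 7377. Signal was more than 16-fold over the limit for 294 genes. The count depended strongly on the limit. A stricter limit of 6.47, 6.56 and 6.52 log2, taken after the data were examined from genes of skin, lens, pancreas and sperm, left 1709 genes. Genes with signals between the limits are therefore called above or below depending on this choice.

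Transcription factors known from podocytes gave clear signal at E13.5. Foxc2, a forkhead factor of podocyte development, had a log2 signal of 11.20 ± 0.11 (SD, n = 3), 5.96 log2 over the limit. Foxd1, a forkhead factor otherwise used as a marker of the renal stroma, had a signal of 9.11 ± 0.03. Tcf21 (Pod1) had 8.37 ± 0.10 and Wt1, the Wilms tumor gene, had 7.45 ± 0.20. Mafb, whose regulatory DNA drives the GFP label, had 7.49 ± 0.22. These 5 genes were also above the stricter limit. Of the 18 measured transcription factors on the list 13 were detected (72.2%), against 36.8% of other genes, and none fell below the limit (Fisher's exact test, adjusted p = 0.0106). The count was also 13 when adjusted over the list alone. The list includes 6 factors that the study names from its own arrays, Foxd1, Dach1, Zeb1, Hoxc4, Hoxc6 and Hoxc8, which are not independent evidence. Without them 9 of 12 were detected (Fisher's exact test, unadjusted p = 0.0123, from 0.000164 to 0.0302 over the alternatives). The 12 still hold Foxc2, Tcf21, Wt1 and Mafb, which the study also lists among the factors its podocytes express. The sort itself selected cells by a Mafb reporter, so this count is not independent either. Dach1 at 6.51 ± 0.10, Zeb1 at 6.48 ± 0.37 and Hoxc4 at 6.07 on every array passed the main limit but not the stricter one. Hoxc6 at 5.16 ± 0.22 and Hoxc8 at 5.15 ± 0.12 were not separated from it in either direction. With a minimum linear signal of 150 on all 3 arrays 4 of the 18 passed and the list was no longer called (adjusted p = 0.197, the highest over the 15 alternatives, the lowest being 0.000185).

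**Figure D1:**
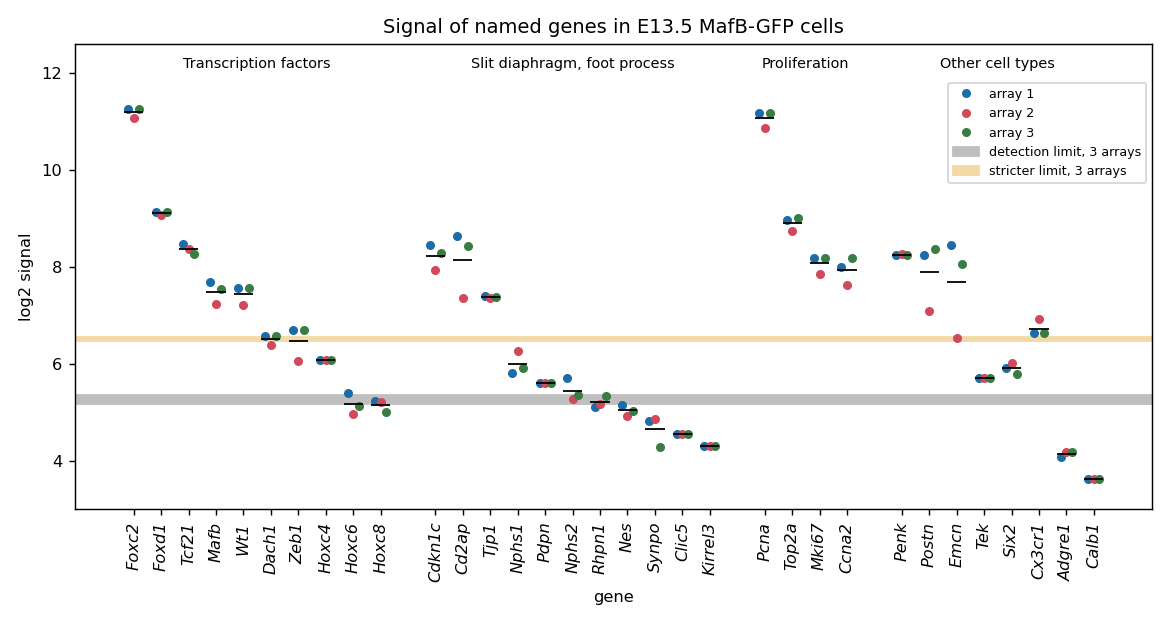
Log2 signal (vertical axis) of named genes (horizontal axis) on arrays 1, 2 and 3 (points, offset sideways), with the mean as a short line. The gray band spans the main detection limits and the yellow band the stricter ones; Foxc2, Foxd1, Tcf21, Mafb and Wt1 lie above both bands, while Nphs1 at 5.99 lies between them and Synpo at 4.65 under both.

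Genes of the slit diaphragm and foot processes were mostly near or under the limit. Of 24 measured members 9 were detected, 6 were called in neither direction and 9 lay below. The share, 37.5%, did not differ detectably from that of other genes (Fisher's exact test, adjusted p = 1.00). Cdkn1c, a cell cycle inhibitor of maturing podocytes that is also on the list of cyclin-dependent kinase inhibitors, had 8.23 ± 0.27. The adaptor Cd2ap had 8.15 ± 0.69 and the junction protein Tjp1 7.38 ± 0.02, and all of these lay above both limits. Nphs1 (nephrin), the core protein of the slit diaphragm, had 5.99 ± 0.24, above the main limit (limma adjusted p = 6.27e-06) and below the stricter one. Its partner Nphs2 (podocin) had 5.44 ± 0.23 and was not called (limma adjusted p = 0.120). Pdpn passed the main limit at 5.60 on every array. Nes at 5.04 ± 0.12, Synpo at 4.65 ± 0.32 and Clic5 at 4.55 on every array lay below it, as did Mertk at 4.62 ± 0.08. Adjusted over the list alone 9 members were detected. Calls near the limit changed when 1 array was left out. With the arrays that remained the p-value followed the height over the limit, whatever the gene's own spread. Prkch, at 3.84 and 8.53 on arrays 2 and 3, was called without array 1 (limma adjusted p = 1.04e-07). Such changes can therefore reflect the shared spread and the limits rather than the gene's signal. Without array 2 Nphs2 was called at 0.33 log2 over the limit (limma adjusted p = 3.57e-05) and 12 members were detected, and without array 1 or array 3 only 6 were, Pdpn no longer among them at 0.33 and 0.34 log2. Nphs2 was also called above the limit with a trended prior (limma adjusted p = 0.0325) and with vomeronasal and taste receptors as the negative set (limma adjusted p = 2.58e-08), and below the limit with the 99th percentile and the stricter limit (-0.43 and -1.08 log2). Nes lost its call below the limit when any array was left out, at -0.30, -0.10 and -0.22 log2.

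The basement membrane genes were read in an immature and a mature set. Of the immature set 4 of 5 measured members were detected, Lamb1 at 7.10 ± 0.12, Lamc1 at 6.57 ± 0.18, Col4a2 at 5.71 and Col4a1 at 5.52, the last pair with 1 value on every array. Lama1 at 5.38 was not called, although adjusted over the list alone all 5 were detected. Of the mature set 2 of 7 were detected, Npnt at 6.08 and Lamb2 at 5.63. Col4a3 at 4.96, Lama5 at 4.98 and Agrn at 5.04 lay below the limit. Neither set differed detectably from other genes (Fisher's exact test, adjusted p = 0.185 and 1.00), and the difference between the sets was not tested. Without array 2 all 5 immature members passed and that set was called (adjusted p = 0.0296, with a range from 0.0205 to 1.00 over the alternatives), with Lama1 at 0.19 log2 over the limit. Without array 1 or array 3 counts fell to 3 and 1, as Col4a1 (0.25 and 0.26 log2) and Lamb2 (0.35 and 0.36 log2) lost their calls. Calls below the limit were then lost for Col4a3 (-0.32 and -0.30 log2), Lama5 (-0.30 and -0.28 log2) and Agrn (-0.23 and -0.22 log2, and -0.15 without array 2).

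Genes of the cell cycle were detected almost throughout. Of 23 measured proliferation genes 22 were above the limit (95.7%), more often than other genes (Fisher's exact test, adjusted p = 4.41e-08), and 22 when adjusted over the list alone. Pcna, the clamp of the replication fork, had 11.08 ± 0.18, Top2a 8.90 ± 0.15, Mki67 8.07 ± 0.18 and Ccna2 7.93 ± 0.28. Plk1 at 5.31 ± 0.18 was the member not called. Of 6 cyclin-dependent kinase inhibitors 3 were detected, among them Cdkn1b at 8.25 ± 0.01, and 2 lay below (Fisher's exact test, adjusted p = 0.806). With the minimum signal of 150 the proliferation list had 4 members left and was not called (adjusted p = 0.230), and under the stricter limit it had 8 and was called (adjusted p = 0.00469). Over the alternatives adjusted p ranged from 1.43e-08 to 0.230.

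Markers of the renal stroma were detected more often than other genes. Of 18 measured markers 13 were above the limit and 5 below (Fisher's exact test, adjusted p = 0.0106), with the same count adjusted over the list alone. Besides Foxd1, Penk had 8.25 ± 0.01, the matrix protein Postn 7.90 ± 0.70 and the homeobox factor Meis2 6.96 ± 0.47. Acta2 at 4.34 ± 0.02 and Tagln at 4.05 ± 0.17, both contractile proteins of smooth muscle, lay below the limit. The call depended on the limit. It was lost with vomeronasal and taste receptors as the negative set (14 detected, adjusted p = 0.148), under the stricter limit (4 detected, adjusted p = 0.280) and at a minimum signal of 150 (2 detected, adjusted p = 0.638), and over the alternatives adjusted p ranged from 0.000592 to 0.638.

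Endothelial cells abut the podocyte, and their markers were examined for that reason. Of 17 measured markers 9 were detected, 5 were not called and 3 lay below (Fisher's exact test, adjusted p = 0.381). Emcn (endomucin) had 8.45 log2 on array 1, 6.54 on array 2 and 8.05 on array 3. Tek (Tie2) was 1 of the markers by which the study judged the purity of the sort. It had 5.71 on every array, or a linear signal of 52.4, 0.47 log2 over the limit (limma adjusted p = 0.000143). With 1 value on every array, that p-value rests on the spread of other genes and on the limits. Cldn5 had 6.12 and Cdh5 5.97 ± 0.15, while Tie1 at 4.83 and Esam at 4.64 were below. Without array 2 the list had 12 detected members and was called (adjusted p = 0.0329, with a range from 0.0196 to 0.876 over the alternatives). Under the stricter limit none of the 17 was detected. Emcn was not called there, although its signal lay over that limit on arrays 1 and 3 (6.47 and 6.52) and just under it on array 2 (6.56). With the pooled spread and the main limit 5 of the 17 were detected.

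Markers of the other compartments did not differ detectably from other genes in their share detected (Fisher's exact test, adjusted p from 0.185 for mature tubule to 0.842 for erythroid markers). Of the cap mesenchyme, from which podocytes arise, 7 of 15 markers were detected, with Uncx at 6.60 and Six2 at 5.91 ± 0.12. Early nephron epithelium had 9 of 17, with Ccnd1 at 7.69 ± 0.09, Osr2 at 7.09, Wnt4 at 6.82 ± 0.05 and Pax2 at 6.79, all 4 above the stricter limit too. Of 20 ureteric bud markers 6 were detected, and Calb1 at 3.61 and Elf5 at 3.62 ± 0.23 were below the limit. Mature tubule markers had 2 of 16, with Cubn at 3.48 below. Of 20 macrophage markers 5 were detected and 12 lay below. Cx3cr1, a chemokine receptor, had 6.73 ± 0.18 and the protease Ctss 6.55 ± 0.03, against 4.14 ± 0.07 for Adgre1 and 3.41 ± 0.04 for Itgam. Of 9 erythroid markers 4 were detected, with the embryonic globin Hbb-y at 6.44 ± 0.11 and Klf1 below at 4.57. The counts adjusted over the list alone were the same for these 6 lists. The mature tubule list was called less often detected, with 0 members (adjusted p = 0.0292), when the spread was pooled over genes with 3 distinct values, and over the alternatives its adjusted p ranged from that value to 0.868. Without array 3 the erythroid count was 2.

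**Figure D2:**
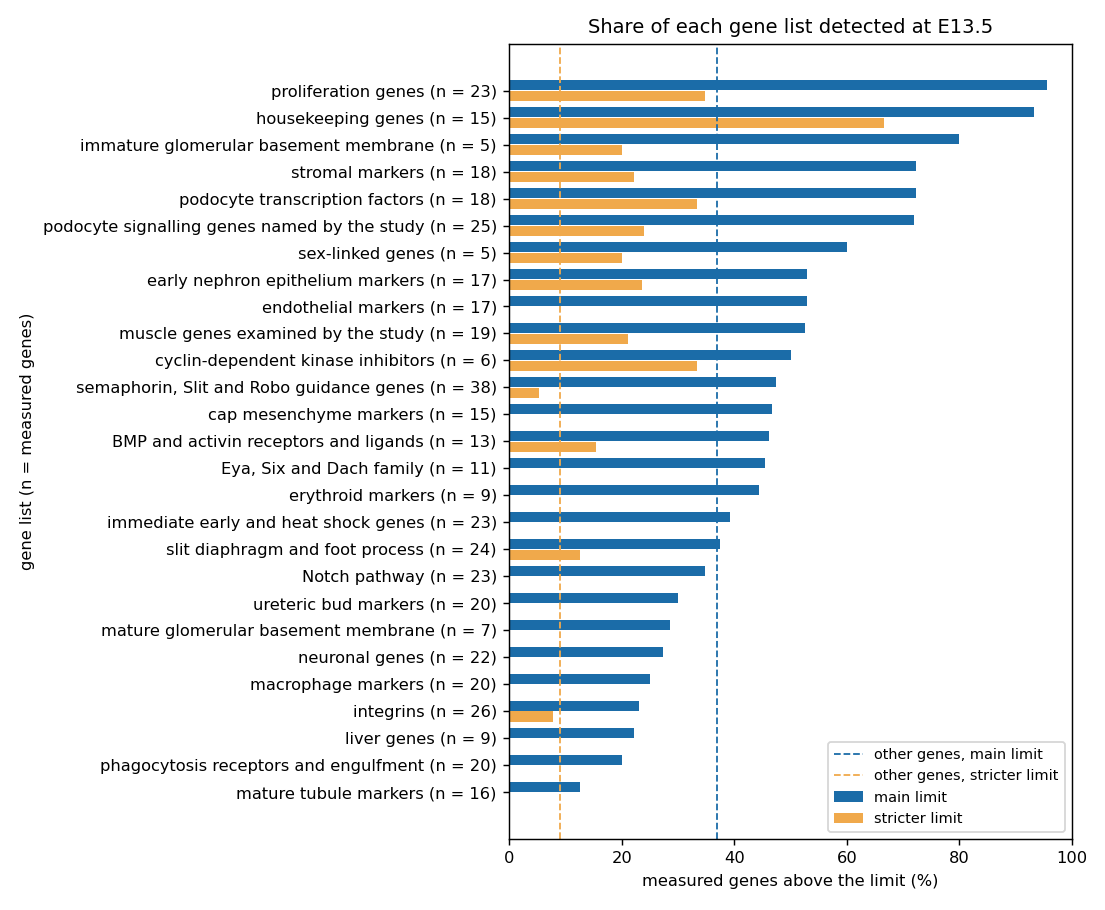
Share of the measured genes of each list (vertical axis, n in parentheses) above the detection limit (horizontal axis, percent), under the main limit (blue bars) and the stricter one (orange bars), with dashed lines for other genes (median over the lists). Proliferation genes stand at 95.7% and podocyte transcription factors at 72.2% under the main limit, against 36.8% of other genes for either list, and bars are shorter under the stricter limit.

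The muscle genes that the study examined were split between strong and background signals. Myl6, a myosin light chain, had 9.44 ± 0.49, tropomyosin Tpm1 8.88 ± 0.08, and Mbnl1 and Mbnl2 had 7.22 and 7.21 on every array. The differentiation inhibitor Id2 had 6.86 ± 0.26. The smooth muscle genes Cnn1 at 4.14 ± 0.04 and Myocd at 4.58, and the striated muscle genes Neb at 3.97, Ryr2 at 4.37 and Rrad at 4.13 lay below the limit. Smtn at 5.49 and Id1 at 5.47 passed the main limit only, and neither did without array 1 (0.21 and 0.19 log2) or array 3 (0.23 and 0.21 log2), and Fhl2 at 5.31 and Adam8 at 5.12 ± 0.02 were not called. Of 19 members 10 were detected and 7 lay below (Fisher's exact test, adjusted p = 0.362). The count adjusted over the list alone was also 10.

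Axon guidance genes were read as 38 semaphorins, plexins, neuropilins, Slits and Robos, of which 18 were detected and 16 lay below (Fisher's exact test, adjusted p = 0.377). Robo2 had 7.11 ± 0.23 and Robo1 7.10 on every array. Sema3a at 6.57, Sema5a at 6.29 ± 0.07, Slit2 at 6.26 ± 0.02 and Sema3g at 5.63 passed the main limit, and Sema3e at 4.44 ± 0.14 lay below it. Sema3g lost its call without array 1 (0.35 log2) or array 3 (0.37 log2). Of the 25 signaling genes that the study named for podocytes 18 were detected, more often than other genes (Fisher's exact test, adjusted p = 0.00277). The study named them partly from these arrays, so the count is not independent evidence. Spred2, an inhibitor of receptor tyrosine kinases, had 8.58 ± 0.06, the cytokine receptor subunit Il6st 8.39 on every array and Gmfb 7.79 ± 0.13. Vegfa had 6.37 and Npr3, a natriuretic peptide receptor, 6.64 ± 0.39, while Egf at 5.00 and Npr1 at 4.89 ± 0.06 lay below the limit. The signaling call was lost under the stricter limit (6 detected, adjusted p = 0.108) and at a minimum signal of 150 (3 detected, adjusted p = 0.468), and over the alternatives adjusted p ranged from 9.15e-05 to 0.468. Egf was not called below the limit without array 1 (-0.28 log2) or array 3 (-0.26 log2), nor was Npr1 without array 3 (-0.34 log2). Adjusted over the list alone the counts were again 18 and 18.

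Smaller families gave a mixed picture, and none differed detectably from other genes. Of 13 BMP and activin genes 6 were detected (Fisher's exact test, adjusted p = 0.734). Bmpr2 had 8.03 ± 0.24, Acvr2a 7.27 and Bmpr1a 6.33 ± 0.21, whereas Bmpr1b at 3.29 and Acvr1 at 5.07 lay below the limit. Of 26 integrins 6 were detected and 14 lay below (Fisher's exact test, adjusted p = 0.362). Itgb1 had 7.92 ± 0.33 and Itgav 6.88 ± 0.01, and Itga3 at 4.70 ± 0.06 lay below. Of 11 Eya, Dach and sine oculis homeobox genes 5 were detected (Fisher's exact test, adjusted p = 0.734), namely Dach1, Six2, Eya3 at 6.13, Eya4 at 5.73 and Eya1 at 5.56 ± 0.11. Eya2 at 5.14 was not called. Adjusted over the list alone these 3 counts were unchanged. Of 20 phagocytosis genes 4 were detected and 12 lay below (Fisher's exact test, adjusted p = 0.362), and 2 were detected adjusted over the list alone. Colec12 had 5.56 and Cd36 4.01. Without array 1 no phagocytosis gene was detected, which made the list less often detected than other genes (adjusted p = 0.00452), and the same count was reached without array 3 (adjusted p = 0.00405) and with the pooled spread (adjusted p = 0.00832). Over the alternatives adjusted p ranged from 0.00405 to 1.00. Eya1 (0.22 and 0.33 log2) and Colec12 (0.29 and 0.30 log2) were not called without array 1 or array 3, and Acvr1 lost its call when any array was left out (-0.21, -0.13 and -0.20 log2).

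Genes that the study found higher in adult podocytes were detected here in part. By list the share at the main limit was 48.6% to 82.6%, against 36.3% to 36.8% of other genes. Of those higher in the adult than at E13.5 but not above kidney cortex, 259 of 396 were detected, and of those higher than both 123 of 249 (Fisher's exact test, adjusted p = 1.18e-29 and 0.000318). Of genes above cortex only, 76 of 92 were detected (Fisher's exact test, adjusted p = 3.38e-18), among them the actin-binding Tmsb10 at 13.02 ± 0.18 and Tmsb4x at 11.47 ± 0.06. Calm2, a calmodulin gene of the list above both, had 12.67 ± 0.14. Of the strictest list of adult podocyte markers 67 of 138 were detected and 50 lay below (Fisher's exact test, adjusted p = 0.0201). The first 3 lists rest partly on these same samples, the cortex only list because its genes did not stand higher in the adult than at E13.5, so those counts are not independent evidence. The marker list was selected against cortex and for higher expression levels. The study also filtered its probesets on a raw signal of at least 150 in 3 or more samples. The other genes here passed no such filter. A choice by signal favors detection, so the marker count is not independent evidence either. Adjusted over the list alone the counts were 263, 124, 76 and 68. The marker call was lost without array 1 (50 detected, adjusted p = 0.353) and without array 3 (50 detected, adjusted p = 0.321), and over the alternatives adjusted p ranged from 0.0032 to 0.397. Under the stricter limit 59 of the 396 genes, 29 of the 249, 42 of the 92 and 18 of the 138 were detected, and the calls for genes above both (adjusted p = 0.379) and for markers (adjusted p = 0.282) were lost. Both were also lost with the 99th percentile limit (adjusted p = 0.0810 and 0.133) and, with that for genes above E13.5 only (adjusted p = 0.468), at a minimum signal of 150 (adjusted p = 0.468 and 0.230).

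A few genes differed widely between the arrays, most often on array 2. Of 9006 genes over the limit on at least 1 array 477 spanned more than 2-fold. Array 2 was the farthest from the median for 398 of these, and it was the lower one for 369. The widest range was that of Snord61, a small nucleolar RNA, with 7.12 log2 on array 1, 2.15 on array 2 and 5.98 on array 3. Purb, Ndufs5, Rnf146, Nfu1, Nudt11 and Lamtor2 were also lowest on array 2, at 6.20-fold to 12.2-fold ranges. Prkch too was lowest there (3.84), with its odd value on array 3 (8.53), and Uxt was set apart by array 1 (8.81 against 6.07 and 6.70). Mir99ahg went the other way and was highest on array 2 (7.50 against 4.71 and 5.06). Detected housekeeping genes had a median difference of -0.45 log2 on array 2 from the mean of the other arrays, lower for 12 of 14 genes. That lies at the percentile 2.36 of 10000 random lists matched on signal, but inside the central 95% with quantile normalization (3.13), cyclic loess (3.87) or all measured members (3.22). On array 1 the same genes were higher, by a median of 0.42 log2 for 12 of 14 genes, and lay outside under all 4 settings (percentiles 99.87 to 99.99). Of 28 lists 3 lay outside the central 95% on array 2, 3 on array 1 and 1 on array 3. Each array was set against the mean of the other 2, so a low array 2 raises the differences of arrays 1 and 3. These counts therefore cannot tell whether the lists single out array 2. Besides housekeeping genes, the lists outside on array 2 were genes higher in the adult than at E13.5 only, lower on array 2 for 184 of 259 genes (percentile 0), and genes above cortex only (percentile 98.8, but 83.3 with all measured members), both chosen partly on these samples. Genes above both E13.5 and cortex lay outside with quantile normalization only (percentile 0.98, against 6.66). The sex-linked list lay outside only with all 5 measured members (median -0.74 log2, percentile 0.03), where Eif2s3y, Kdm5d, Ddx3y and Uty, all on the Y chromosome, were lower on array 2. With all members it lay outside on arrays 1 and 3 as well (percentiles 99.7 and 98.8). This describes the arrays, since 1 array against the others has no replicate check.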

Values the study reported

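The study reported a raw signal of over 1000 for Foxd1 in podocytes at E13.5 and E15.5. Raw signals of about 100 were given for Smtn at every stage, and for Fhl2, Adam8 and Id1 with no stage named. Id2 was put at about 400 in developing podocytes. For Tie2 (Tek) its podocyte samples typically lay below 100. Comparing adult with E13.5 podocytes, the study listed 739 probesets at a minimum of 3-fold and 304 at a minimum of 5-fold. Its filter required a raw signal of at least 150 in 3 or more samples.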

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

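No paired analysis was possible because the series holds 1 group only. The pseudocount alternative was not run, since the table is on the log2 scale. Quantile normalization, cyclic loess and the median shift left the calls on the share of each list detected as they were, the last by construction because the limit moves with the array. They did not leave every list as it was in the comparison of array 2 with the others: housekeeping genes lay at the percentile 2.36 there, but inside the central 95% with quantile normalization (3.13), cyclic loess (3.87) and all measured members (3.22). Genes above E13.5 and cortex lay inside (6.66) but outside with quantile normalization (0.98), genes above cortex only lay outside (98.8) but inside with all measured members (83.3), and sex-linked genes lay outside with all measured members only (0.03, against 18.6). Of the alternatives 3 were added after the data were examined, namely the skin, lens, pancreas and sperm negative set, the pooled SD and cyclic loess. Of the calls of 137 named genes the fewest stayed the same at a minimum signal of 150 (41). The skin, lens, pancreas and sperm set (78) and the limit passed on all 3 arrays (100) came next. The minimum signal of 150 and the limit on all 3 arrays made no call below the limit. Every gene called below in the main run therefore counted as changed under these 2 settings. For the other changes the cause was not tested.

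The count of detected genes was 3196 with the 99th percentile limit, 1120 at a linear signal of at least 150 on all 3 arrays, 1709 with the skin, lens, pancreas and sperm set, and 5722 to 7515 leaving out 1 array. It was 10391 with vomeronasal and taste receptors as the negative set and 5201 with the pooled SD. Pearson's r of arrays 1 and 3 over detected genes was 0.989.

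With the 99th percentile limit adult podocyte markers (32 detected, adjusted p = 0.133) and genes above both E13.5 and cortex (56 detected, adjusted p = 0.0810) were no longer called (Fisher's exact test here and below). With vomeronasal and taste receptors endothelial markers were called more often detected (15, adjusted p = 0.0196) and stromal markers were not (14, adjusted p = 0.148). With 1 common limit the immature basement membrane set was called (5, adjusted p = 0.0205). With the limit passed on all 3 arrays so were that set (5, adjusted p = 0.0316) and endothelial markers (12, adjusted p = 0.0316). At a minimum signal of 150 calls were lost for transcription factors (4, adjusted p = 0.197), stromal markers (2, adjusted p = 0.638), signaling genes (3, adjusted p = 0.468), proliferation genes (4, adjusted p = 0.230), adult markers (14, adjusted p = 0.230), genes above E13.5 only (30, adjusted p = 0.468) and genes above E13.5 and cortex (20, adjusted p = 0.468). Leaving out 1 array gave 50 to 74 adult markers, 7 to 12 endothelial markers and 3 to 5 immature basement membrane genes, with calls as given in the report, and 0 phagocytosis genes without array 1 or 3. With the skin, lens, pancreas and sperm set calls were lost for stromal markers (4, adjusted p = 0.280), signaling genes (6, adjusted p = 0.108), adult markers (18, adjusted p = 0.282) and genes above E13.5 and cortex (29, adjusted p = 0.379). With the pooled SD mature tubule (0, adjusted p = 0.0292) and phagocytosis genes (0, adjusted p = 0.00832) were called less often detected, and adult markers (45, adjusted p = 0.397) were not called.

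Some gene calls turned with the limit. With the 99th percentile heights over the limit were negative for Col4a1 (-0.35), Smtn (-0.38), Id1 (-0.40), Eya1 (-0.31) and Colec12 (-0.31). With vomeronasal and taste receptors they were positive for Nes (0.32), Lama5 (0.26), Agrn (0.33), Egf (0.28) and Acvr1 (0.35). With the skin, lens, pancreas and sperm set they were negative for Hoxc4 (-0.44), Nphs1 (-0.52), Pdpn (-0.91), Col4a2 (-0.81), Col4a1 (-0.99), Npnt (-0.44), Lamb2 (-0.89), Tek (-0.81), Cldn5 (-0.39), Cdh5 (-0.55), Six2 (-0.61), Smtn (-1.02), Id1 (-1.05), Sema5a (-0.23), Slit2 (-0.26), Sema3g (-0.89), Vegfa (-0.15), Eya3 (-0.38), Eya4 (-0.79), Eya1 (-0.96), Colec12 (-0.95), Rbpj (-0.41), Btg2 (-0.17), Hp (-0.44) and Apoa2 (-0.81).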

Other observations

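Of 23 Notch pathway genes 8 were detected and 9 lay below the limit (Fisher's exact test, adjusted p = 1.00). The protease Adam10 had 6.82 ± 0.15, the target genes Hes5 6.58 ± 0.07 and Hey1 6.43 ± 0.12, and the DNA-binding partner Rbpj 6.11, while Hey2 at 3.56 ± 0.19 lay below. Of 22 neuronal genes 6 were detected and 14 lay below (Fisher's exact test, adjusted p = 0.600), with Gap43, a growth cone protein, at 6.53 and Sncaip at 6.36 ± 0.15 above, and Neurod1 at 3.16 and Elavl4 at 3.23 ± 0.03 below. None of the 22 passed the stricter limit. Of 23 immediate early and heat shock genes, which dissociation can induce, 9 were detected and 9 lay below (Fisher's exact test, adjusted p = 0.920). Hsph1 had 6.68 ± 0.10 and Btg2 6.34 ± 0.07, against 4.26 for Atf3. Of 15 housekeeping genes 14 were detected (Fisher's exact test, adjusted p = 6.48e-05) and Gusb at 4.25 lay below, so a gene in general use can lie under this limit. Of 9 liver genes 2 were detected (Fisher's exact test, adjusted p = 0.704), Hp at 6.08 ± 0.19 and Apoa2 at 5.71 ± 0.33. Of 5 sex-linked genes 3 were detected (Fisher's exact test, adjusted p = 0.596), with Xist at 7.58 on every array and the Y-linked Eif2s3y at 6.72 ± 0.54, as pools of embryos of both sexes would give. Counts adjusted over the list alone were the same for these 6 lists. The neuronal count was 3 without array 1 or array 3, the Notch count 5 without array 3, and the liver count 1 without array 1, where Apoa2 (0.29 log2) lost its call.

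In the 3 patterns below, the tests on identical values, on the range of array 2 and on stromal (with its alternatives), endothelial and macrophage markers were chosen only after the results were seen. The test on the mix of cell types was written before its result, although the loess normalization it uses was added after the data were examined, as was the count of members with 1 value.

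Many named probesets held 1 value on all 3 arrays. Against 1 hybridization deposited more than once, even the closest pair, arrays 1 and 3, differed by a median of 0.0573 log2 in the highest of 10 classes of signal. Arrays 1 and 3 shared a value in 4658 of the 7110 probesets with 2 values, against 1101 and 1351 for the other pairs, and separate hybridizations of 1 library were not tested and stay open. A candidate explanation is median polish of the probes over 3 arrays, which can return the same value where arrays differ little. The share with 1 value was 4.07 times as high in the lowest of 3 classes of signal as in the highest of 10, and simulated probes without array differences gave 80.2% of such probesets with 3 arrays, 0% with 4 and 15.8% with 5, and varying probes gave 16% with 3. No biological explanation was tested.

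Array 2 stood apart from arrays 1 and 3. Another mix of cell types stays open. After cyclic loess 0 of 7 cell type marker lists lay outside the central 95% of matched random lists on array 2, but this decides nothing, since 28 of the 53 detected members held 1 value on all 3 arrays, at least 50% of the members in 4 lists, which holds a list median near 0. Of the others, before loess, the numbers lower and higher on array 2 were 3 and 0 for endothelial, 6 and 1 for stromal, 0 and 3 for ureteric bud, 0 and 2 for erythroid, 1 and 2 for macrophage, 1 and 2 for early nephron and 2 and 2 for cap mesenchyme markers. A narrower range of signal is another candidate. The difference of array 2 from the others fell with mean signal across genes (Spearman's rho -0.36), and 409 of the 447 named probesets 2-fold apart were lower on array 2, but cyclic loess reduced the share 2-fold apart by only 11.6%, between the bounds set for and against it, so it stays open. The design names no difference between the pools, so no biological explanation from it was tested.

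Markers of other kidney cell types passed the detection limit. Stromal cells may have entered the sort, although it was gated on GFP: without Foxd1, which is also on the podocyte list, 70.6% of stromal markers were detected against 36.8% of other genes (12 of 17, Fisher's exact test, p = 0.00534). These 17 markers were no longer past the threshold with vomeronasal and taste receptors (p = 0.0873), the skin, lens, pancreas and sperm set (p = 0.193) or the minimum signal of 150 (p = 1.00, Fisher's exact test). Penk at 8.25 ± 0.01 and Postn at 7.90 ± 0.70 lay above both limits, and expression by the podocytes themselves was not tested. The study reported GFP in podocytes only within the kidney, and it found Foxd1 in podocytes by in situ hybridization. For endothelial cells the share was 52.9% (Fisher's exact test, p = 0.209) and for macrophages 25.0% (Fisher's exact test, p = 0.356), which decides neither, with Emcn at 7.68 ± 1.01 and Cx3cr1 at 6.73 ± 0.18 above the main limit.

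The linear signal of Foxd1 was 554. That is lower than the value quoted from the study above. The linear signal of Id2 was 116. That too is lower than the quoted value. Linear signals were 45.0 for Smtn, 39.7 for Fhl2, 34.8 for Adam8 and 44.3 for Id1. Each is lower than the value quoted for that gene. The linear signal of Tek was 52.4. That lies within the range quoted from the study. The summarization of the deposited table is not stated, so a difference of scale between it and the quoted signals stays open and was not tested. Among the unnamed probesets 26.1% were over the limit on all 3 arrays, or 3157 of 12107.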
